A study of Equus caballus with 4 samples. Its data were reported in "Simultaneous miRNA and mRNA Transcriptome Profiling of Differentiating Equine Satellite Cells Treated with Gamma-Oryzanol and Exposed to Hydrogen Peroxide" (2018).

How the data were processed

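Gene expression was measured in differentiating equine satellite cells, the muscle stem cells that fuse into muscle fibres, at day 3 of differentiation. Per the labels, treated cells were incubated with gamma-oryzanol (GO, a mixture of plant sterol ferulates from rice bran) at 0.125 µM for 24 h, and hydrogen peroxide (H2O2) was added at 3 mM for the last 1 h. The control cells received no GO. The labels do not state whether the control cells received H2O2, while the study describes them as exposed to it. On that description each array compares GO with no GO, with H2O2 in both channels. RNA was hybridised on 4 Agilent horse arrays of 1 slide, each with treated RNA in the red channel (Cy5) and control RNA in the green channel (Cy3). No array had the dyes swapped, so that a difference between the dyes and a difference between the treatments are confounded on every array. The number of arrays limits the precision of all values. The study describes choosing the best primary cell line, so the 4 arrays are read here as replicate cultures of 1 line. Their spread then holds no variation between horses.

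The deposited files hold spot intensities per array, which the authors extracted with Agilent Feature Extraction version 10.10.1.1, per the file headers. Mean and background intensities of both channels were as scanned. The deposited processed intensities had the local background subtracted with spatial detrending and were normalised between dyes (linear and lowess), per the file headers. The deposited log10 ratio is that of processed red over processed green. The authors' series matrix holds the same log10 ratios, with a largest difference of 0 from the scanner files on each array and a median of 0 in each column. Its scale, centring and direction were therefore known.

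Each array had 45220 spots, of which 43803 were gene spots and 1417 were control spots, for 43603 gene probes. Among these, 50 probes had 5 spots. Mean intensities were corrected against the background medians with normexp (offset 50) and normalised within each array by loess, in which control spots had weight 0. Control spots and spots with an outlier mark were then left out (7 to 16 gene spots per array), and spots of a probe were averaged. No gene spot was saturated (0 on each array). A probe was kept when it was well above background on all 4 arrays in the red channel or on all 4 in the green, which left 24230 probes (55.6%). The log2 ratio is red over green, so that a positive value means a higher signal with GO and H2O2.

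The mean log2 ratio of the 4 arrays was tested against 0 with limma version 3.58.1 (lmFit and eBayes, R version 4.3.3), two-sided, with Benjamini-Hochberg adjustment over the 24230 probes and a threshold of 0.05. A further count required a fold change of at least 1.3 in either direction, the limit stated in the study's methods. The study used Student's test; it was run on the same values as an alternative and is called the methods' t-test. Errors are SDs over the 4 arrays. Pearson correlations across probes between pairs of arrays are given without p-values, since probes are not independent replicates.

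Gene lists were tested with camera (preset correlation of 0.01) on 1 probe per gene, the one with the highest mean signal, with Benjamini-Hochberg adjustment over the 9 lists. The test was run with fry and with an estimated correlation beside it. The RT-qPCR genes and the miRNA target genes were chosen by the study on these arrays. The other lists (oxidative stress, immediate early, heat shock, myogenic, cell cycle, sterol and lipid, apoptosis and p53) were fixed before the data were examined. So were the tests and alternatives, except those stated below to have been chosen or added afterwards.

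Gene symbols were those of the array annotation. Of 1528 RefSeq accessions, 872 matched a horse RefSeq gene table, and 72 probes without a symbol in the annotation were named through it. For 22 list genes without a symbol the name was looked up in the probe descriptions, and 16 were found. Probe positions are given in the build named in the file headers, EquCab1. Exons, introns and UTRs were not assigned, since no annotation of that build was used here.

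Named genes followed a rule. The first part was the 5 highest and 5 lowest mean log2 ratios among probes past the threshold with the same sign on all 4 arrays and a gene symbol, with 1 probe per gene. The second part was the 5 genes measured by RT-qPCR and the reference gene GAPDH. The third part was IGF2, IGF1R, SCD, ROCK1, ELAVL1, SETD6 and MAP2K7, which the study discusses. The last part was at most 3 members of each list with the smallest p-value adjusted over the list alone, where it was under 0.05. Outside the first part, the value of a gene is that of its brightest tested probe.

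A probe not well above background in the green channel on any array has only a bound. Its fold change is given as at least the mean red signal over the mean of the higher of its green signal and the lowest green signal well above background, per array. These were log2 channel values after loess and Aquantile normalisation, and they are open to dye bias.

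The alternatives were Agilent's processed signals, no background correction, normexp with offset 0, median centring, the series matrix values, no filter on dim probes, a filter on both channels, limma with a trend of the variance over mean signal and robust estimation (in list tests, camera on the moderated statistics of that fit), limma with array weights, the 8 channels as independent samples without the array as a block, a correction for probe GC content, the methods' t-test, the mean over the probes of a gene, and leaving out each array in turn. A correction for row and column (loess span 0.4), a running median over signal (window of 201 probes) and the methods' t-test on Agilent's processed signals were added after the data had been seen.

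The tests were checked on simulated data with the spread of the real probes, for the comparison of treated against control on 4 arrays with 24229 probes. Of 200 changed probes with a mean absolute log2 ratio of 0.808, limma called 195 (97.5%), and 4.88% of its calls were wrong. The methods' t-test called 35 of them (17.5%). With no changed probe, limma made 0 calls. Simulated errors were independent between probes, and the simulated changes were larger than the median absolute log2 ratio of 0.22 of the probes called below. These rates therefore do not carry over to changes of that size or to errors that probes share. The median ratio of signal to background over gene spots was 2.39 (replicate 3) to 3.17 (replicate 1) in green and 2.37 (replicate 3) to 2.88 (replicate 1) in red.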

Results

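Expression in GO-treated equine satellite cells exposed to H2O2 was compared with control cells on 4 two-colour arrays, each of a treated culture against a control culture. Between 54.9% (replicate 4) and 61.3% (replicate 1) of the gene spots were well above background in the control channel, and between 56.7% (replicate 4) and 61.4% (replicate 1) in the treated channel. Before normalisation the median log2 ratio was −0.11, −0.17, −0.22 and −0.29 on replicates 1 to 4. After normalisation 24230 probes were tested, which carried 13692 different gene names. The comparison addressed which transcripts differ in abundance when cells are pre-incubated with GO before H2O2.

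The log2 ratios of the 4 arrays were compared across probes. Pearson's r was highest between replicates 3 and 4 (0.697). It was 0.518 between replicates 1 and 2, 0.491 between replicates 1 and 4, and 0.441 between replicates 1 and 3. The lowest values were those of replicate 2 with replicate 4 (0.236) and with replicate 3 (0.174). With median centring in place of loess, the lowest of the 6 values was 0.0733. The ratio had the same sign on all 4 arrays for 10612 probes (43.8%). The median SD over the 4 arrays was 0.0934 on the log2 scale.

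Differences between treated and control cells passed the threshold for 4137 probes (17.1% of those tested) with limma. Higher signal with GO and H2O2 was found for 2299 probes and lower signal for 1838. Of these probes 4125 (99.7%) had the same sign on all 4 arrays. The changes were small. The median absolute log2 ratio of these probes was 0.22, a fold change of 1.17, and 4 probes reached a fold change of 2. Without adjustment 8898 probes (36.7%) had a p-value under 0.05. The count depended on single arrays and on the normalisation. It was 2 without replicate 1, 3899 without replicate 2, 38 without replicate 3 and 0 without replicate 4, where 6694 probes had an unadjusted limma p-value under 0.05. With median centring in place of loess 12 probes passed, all of them higher. The smallest adjusted p-value with limma was 0.00454.

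With the further requirement of a fold change of 1.3, 345 probes passed, 275 higher and 70 lower. This count was 2 without replicate 1, 694 without replicate 2, 38 without replicate 3 and 0 without replicate 4. The methods' t-test gave 6930 probes at the unadjusted threshold, and 289 of them had a fold change of at least 1.3. After Benjamini-Hochberg adjustment 5 probes passed (2 higher and 3 lower), 1 of them with the fold change.

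**Figure D1:**
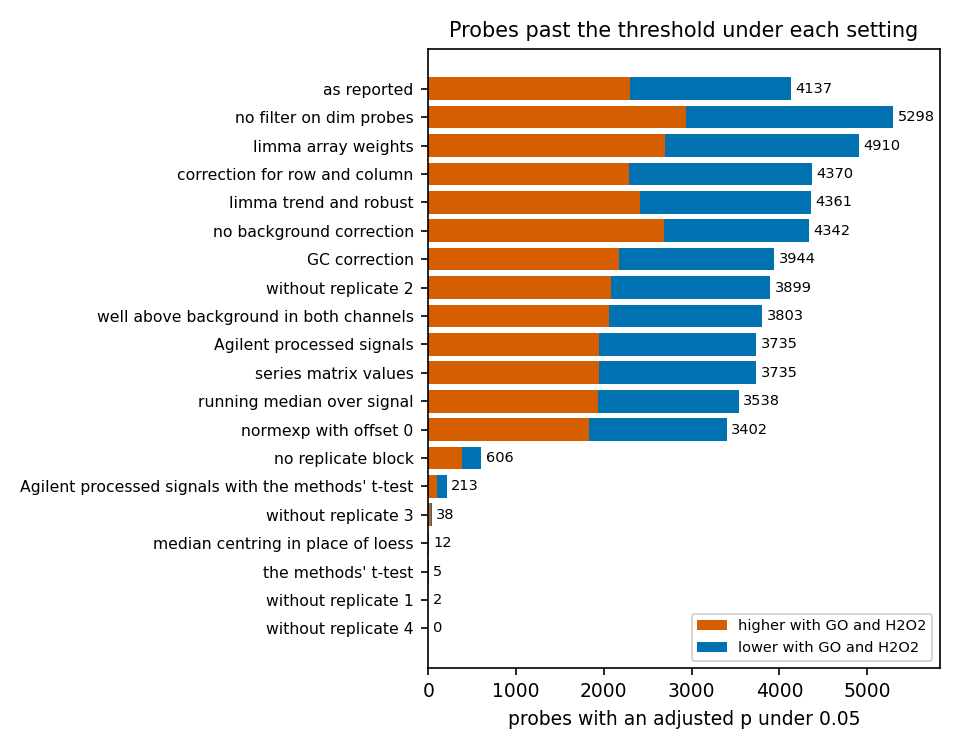
Number of probes with an adjusted p-value under 0.05 (horizontal axis) under each way of processing the 4 arrays (vertical axis), with probes higher and lower with GO and H2O2 stacked in a bar. The count was 4137 as reported and fell to 0 without replicate 4 and to 12 with median centring.

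The highest log2 ratios among named probes with the same sign on all 4 arrays were as follows, each with SD and n = 4 arrays. MYOZ3 (probe on chromosome 14, 26647966 to 26648025) had a log2 ratio of 1.12 ± 0.12 (limma adjusted p = 0.00454). FAM219A (chromosome 23, 40754474 to 40755027) had 1.09 ± 0.14 (adjusted p = 0.00454). For CBLN4 (chromosome 22, 42925252 to 42925311) it was 0.92 ± 0.13 (adjusted p = 0.00454), and the control signal was well above background on 3 of the 4 arrays. With Agilent's processed signals the ratios were larger and ordered differently, with 2 for CBLN4, 1.60 for MYOZ3 and 1.36 for FAM219A. The sizes of these changes thus depended on the processing. The GJB7 probe (chromosome 10, 34814343 to 34814402) was not well above background in the control channel on any array, so that its signal was at least 1.28-fold higher with GO and H2O2 (adjusted p = 0.00957). The bound was computed for the loess values. The place of GJB7 among the highest rests on a ratio to a control signal not above background. Its ratios under other settings therefore show dependence on the processing and not the size of a change. The log2 ratio of GJB7 was 0.23 and did not pass (adjusted p = 0.0789) with the running median over signal, while it was 0.84 with median centring (not passing, adjusted p = 0.0667) and 2.98 (adjusted p = 0.0173) with Agilent's processed signals. PFDN6 (chromosome 20, 27150427 to 27150567) had 0.83 ± 0.57 (adjusted p = 0.0370). Its ratio was 1.33, 1.08 and 0.89 on replicates 1 to 3 and 0.02 on replicate 4. With limma's trend and robust estimation PFDN6 did not pass (adjusted p = 0.0814) and the other 4 genes did. PFDN6 did not pass with Agilent's processed signals either (adjusted p = 0.0635).

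The lowest log2 ratios were found for ANXA6 (chromosome 14, 26252423 to 26253839), with −1.12 ± 0.75 (adjusted p = 0.0339). On replicate 4 its ratio was −0.04, against −1.19 to −1.69 on the others. DDX6 (chromosome 7, 23190044 to 23190103) had −0.75 ± 0.38 (adjusted p = 0.0215), and 2 of its 4 probes had this sign. For ERF (chromosome 10, 13649695 to 13649754) the ratio was −0.63 ± 0.33 (adjusted p = 0.0221), with all 4 probes lower. PDAP1 had −0.62 ± 0.30 (adjusted p = 0.0211) and DAZAP1 had −0.59 ± 0.45 (adjusted p = 0.0460), both on unplaced sequence of the build (138744123 to 138744182 and 329791345 to 329794117). With limma's trend and robust estimation ANXA6 (adjusted p = 0.0945) and DAZAP1 (adjusted p = 0.0915) did not pass. They did not pass with Agilent's processed signals either (adjusted p = 0.0538 and 0.0748). DAZAP1 had a ratio of −0.02 on replicate 2, and it also did not pass without background correction (adjusted p = 0.0516), with normexp and offset 0 (0.0524) or with the running median over signal (0.0528).

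Of the 5 RT-qPCR genes 4 passed the threshold. GTPBP1 (chromosome 28, 35620607 to 35620666) had a log2 ratio of 0.56 ± 0.03 (SD, n = 4 arrays; limma adjusted p = 0.00454), and all 5 of its probes were higher and past the threshold. OTUD4 (chromosome 2, 72857474 to 72857533) was higher by 0.32 ± 0.09 (adjusted p = 0.0166). Lower signal was found for BTF3 (chromosome 14, 90124405 to 90124464; −0.35 ± 0.10, adjusted p = 0.0162) and DTD1 (chromosome 22, 6129214 to 6129273; −0.24 ± 0.07, adjusted p = 0.0215). NR2F2 (chromosome 1, 99293207 to 99293266) had 0.11 ± 0.02 at its brightest probe and did not pass (adjusted p = 0.0837). All 4 of its probes were higher, and 1 of them passed (0.19). The reference gene GAPDH had 0.24 ± 0.08 at its brightest probe (adjusted p = 0.0233). Its 13 probes disagreed, and 7 of them were higher while the others were lower. GAPDH did not pass with the mean over its probes (0.09, adjusted p = 0.219), with Agilent's processed signals (0.14, adjusted p = 0.113) or with the running median over signal (0.10, adjusted p = 0.205).

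Among the other genes discussed by the study, IGF2 (unplaced, 277275501 to 277275560) was higher by 0.57 ± 0.10 (adjusted p = 0.00970), with both of its 2 probes past the threshold. SCD had a log2 ratio of −0.17 ± 0.08 (adjusted p = 0.0441) and ROCK1 of −0.18 ± 0.08 (adjusted p = 0.0427). SCD did not pass without background correction (adjusted p = 0.0739) or with the running median over signal (adjusted p = 0.0549). IGF1R (0.02 ± 0.10, adjusted p = 0.767), ELAVL1 (0.13 ± 0.09, adjusted p = 0.0919) and SETD6 (−0.13 ± 0.09, adjusted p = 0.106) did not pass at their brightest probes. Of the 2 probes of SETD6, 1 passed (−0.22), and SETD6 passed with the mean over its probes (−0.17, adjusted p = 0.0361). The probe of MAP2K7 was not well above background on all 4 arrays in either channel and was not tested.

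**Figure D2:**
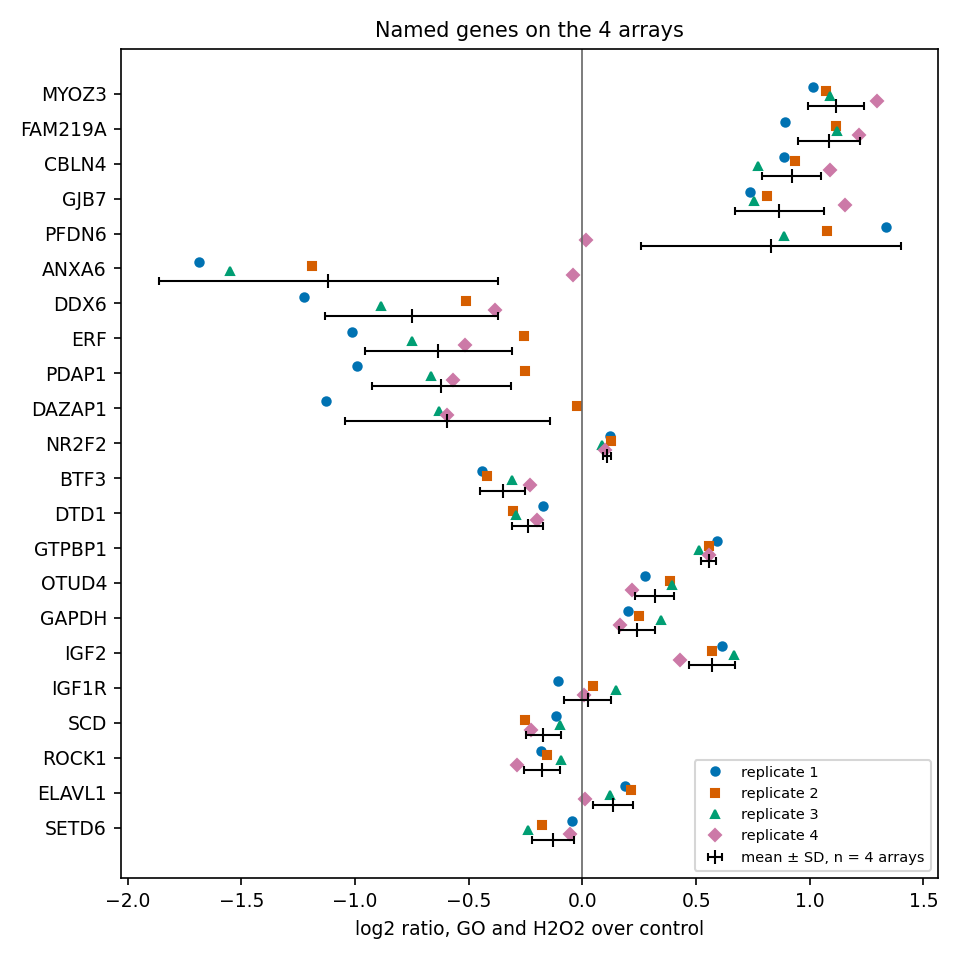
Log2 ratio of GO and H2O2 over control (horizontal axis) of named genes (vertical axis), with a symbol for each of the 4 arrays and the mean ± SD (n = 4 arrays) in black. GTPBP1 lies between 0.51 and 0.59 on the 4 arrays, while ANXA6 ranges from −1.69 to −0.04.

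Gene lists were tested as sets. The myogenic list was higher with GO and H2O2 (camera adjusted p = 4.93e-10), with all 23 members higher and a median log2 ratio of 0.33. Its median was 0.42, 0.20, 0.35 and 0.21 on replicates 1 to 4. Past the threshold were 16 members, and 19 when adjusted over the list alone. ACTC1 (0.44 ± 0.07), MYL1 (0.40 ± 0.06) and TNNT3 (0.44 ± 0.10; SD, n = 4 arrays) had the smallest p-values, with limma adjusted p-values of 0.0114, 0.0124 and 0.0125. ACTC1 had 0.10 and did not pass when the ratios were corrected by a running median over signal.

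Lower sets were the oxidative stress list (camera adjusted p = 0.0177, median −0.15), the cell cycle list (0.0177, median −0.20) and the heat shock list (0.0413, median −0.14). In the oxidative stress list 16 of 21 tested members were lower, among them NQO1 (−0.27 ± 0.10) and TALDO1 (−0.25 ± 0.09), while FTH1 was higher (0.33 ± 0.08) at its brighter probe and had 0.03 at the other. FTH1 did not pass with the mean over its probes (0.18, adjusted p = 0.0512) or with the running median over signal (0.16, adjusted p = 0.0664). Past the threshold were 8 members, and 14 when adjusted over the list alone. In the heat shock list 10 of 13 tested members were lower, such as HSP90AA1 (−0.28 ± 0.03), while CRYAB (0.39 ± 0.16) and HSPB8 (0.37 ± 0.13) were higher. Past the threshold were 6 members, and 8 when adjusted over the list alone. In the cell cycle list 20 of 21 tested members had a negative mean, but 0 members passed the threshold with limma, over all probes or when adjusted over the list alone. Its median was −0.23, −0.58 and −0.46 on replicates 1, 3 and 4 and 0.40 on replicate 2, where all 21 members were higher. Without replicate 3 the adjusted p of this list was 0.356 and without replicate 4 it was 0.156. The oxidative stress list had an adjusted p of 0.110 without replicate 4. The heat shock list had 0.0815 without replicate 2 and 0.148 without replicate 4. With fry, the myogenic (adjusted p = 0.0197) and heat shock (0.0448) lists also passed, and the oxidative stress and cell cycle lists did not. With an estimated correlation 0 of the 9 lists passed. The estimates were 0.40 for the myogenic, 0.949 for the cell cycle, 0.208 for the oxidative stress and 0.0934 for the heat shock list. All of these lay above the preset of 0.01. The camera p-values with the preset treat members as nearly independent, so they overstate the evidence where members vary together.

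Other lists did not pass with camera. The immediate early list had a median of 0.06 (adjusted p = 0.246), with NR4A1 (0.34 ± 0.10) and FOSB (0.34 ± 0.12) past the threshold and when adjusted over the list alone. The sterol and lipid list had a median of −0.06 (adjusted p = 0.246). Of its members, FDPS (0.18 ± 0.04), IDI1 (−0.37 ± 0.23) and MVK (−0.17 ± 0.06) were among 5 past the threshold, and 5 were so when adjusted over the list alone. FDPS did not pass with the GC correction (adjusted p = 0.0605), and IDI1 did not pass with Agilent's processed signals (adjusted p = 0.0524). The apoptosis and p53 list had a median of −0.02 (adjusted p = 0.246), and CCNG1 (−0.40 ± 0.23), BBC3 (0.45 ± 0.29) and CASP8 (−0.16 ± 0.07) were the 3 members past the threshold and when adjusted over the list alone. The other probe of CASP8 was at 0.01, and CASP8 did not pass with the mean over its probes (−0.08, adjusted p = 0.227), the GC correction (adjusted p = 0.0595), the correction for row and column (0.0550), no background correction (0.0571) or the running median over signal (0.0568). BBC3 did not pass with Agilent's processed signals (adjusted p = 0.0619). The RT-qPCR genes (median 0.11, adjusted p = 0.547) and the miRNA target genes (median −0.01, mean 0.02, adjusted p = 0.755) went both ways. Of the 21 tested target genes 11 passed the threshold, and 16 when adjusted over the list alone, among them SGCD (0.50 ± 0.05) and GRSF1 (−0.32 ± 0.03). All 5 RT-qPCR genes passed when adjusted over the list alone. The study chose both of these lists on the same arrays, so that this is no independent evidence. The camera test of the target genes pointed down and its mean was above 0.

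**Figure D3:**
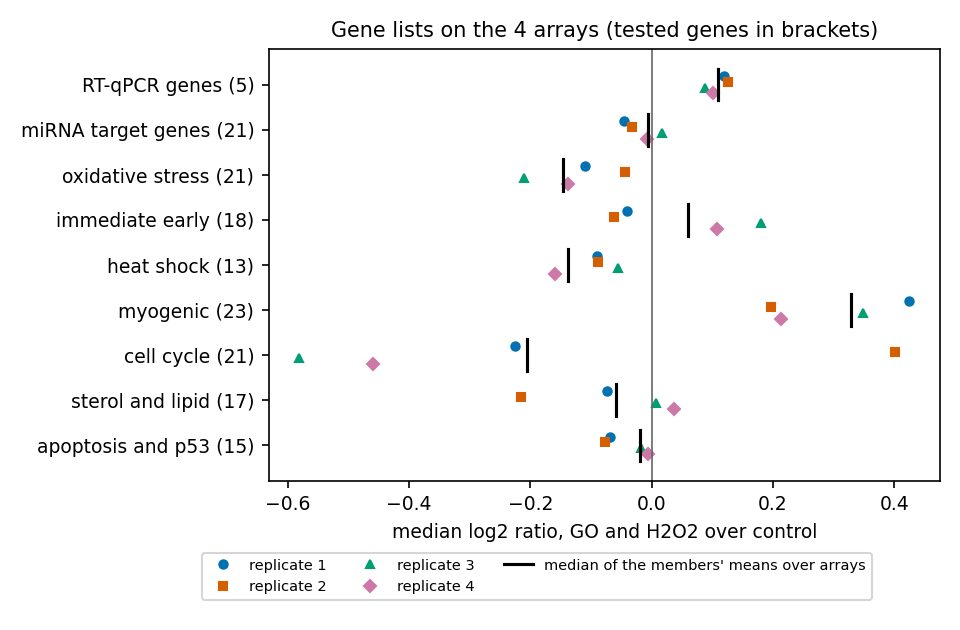
Median log2 ratio of GO and H2O2 over control (horizontal axis) of each gene list (vertical axis, number of tested genes in brackets), with a symbol for each of the 4 arrays and a black line at the median of the members' means over the arrays. The myogenic list lies above 0 on all 4 arrays, and the cell cycle list is at 0.40 on replicate 2 and between −0.58 and −0.23 on the others.

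After loess the ratio still depended on signal at the bright end. The 405 probes with a mean log2 signal above 16 had a median log2 ratio of 0.14 (0.14, 0.06, 0.13 and 0.14 on replicates 1 to 4), and 148 of them passed the threshold as higher and 8 as lower. The other probes had a median of 0.00115. GAPDH, ACTC1 and FTH1 are among the bright probes.

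**Figure D4:**
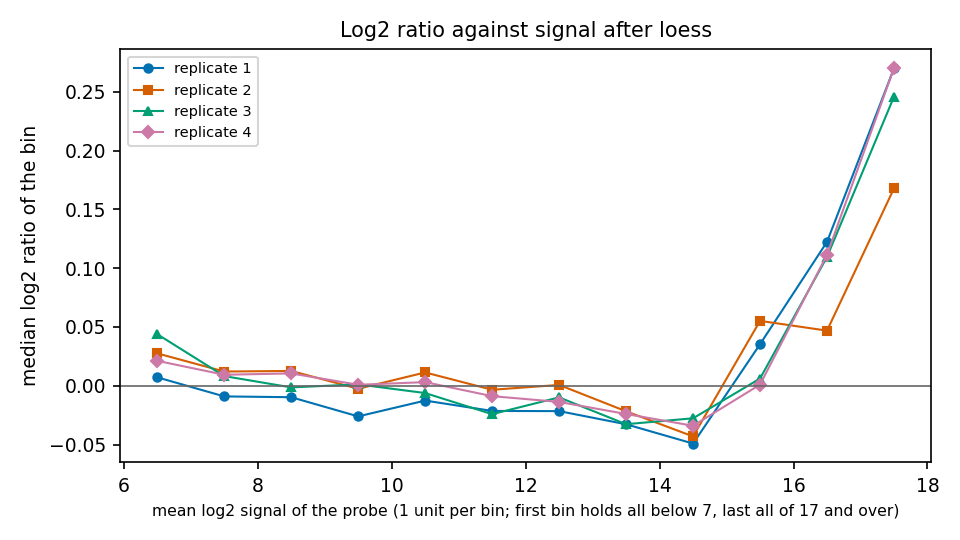
Median log2 ratio of GO and H2O2 over control (vertical axis) of probes grouped by mean log2 signal (horizontal axis), with a line for each of the 4 arrays. The medians stay near 0 up to a signal of 15 and reach 0.27, 0.17, 0.25 and 0.27 on replicates 1 to 4 in the brightest group.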

Values the study reported

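The study reported a difference in expression of 202 genes at a fold change above 1.0 on these arrays. After double and unmapped genes were removed, 161 remained. It listed 22 of the differing genes as potential targets of its differing miRNAs, from predicted binding. Among these, it gave an array fold change of 1.52 for IGF2, 1.44 for SGCD, −1.54 for SCD, 1.28 for IGF1R, −1.21 for ROCK1, −1.23 for ELAVL1, 1.21 for SETD6, −1.23 for GRSF1 and 1.11 for NR2F2. By RT-qPCR, it reported fold changes of 11.78 for NR2F2, −6.37 for BTF3, −6.32 for DTD1, 120.89 for GTPBP1 and 2.78 for OTUD4.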

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

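The test of the spike-in slope was chosen only after the result was seen. GRSF1 had a log2 ratio of −0.28 on replicate 4, while the other 3 arrays lay between −0.34 and −0.33. This array was set apart by Dixon's test for 4 values. Of 57 sets of 4 array values tested in this way, 1 was over the limit, and chance alone sets apart about 1 in 20. The value of replicate 4 was 82.1% of the mean of the others. If log ratios were compressed on replicate 4, its spike-in slope would be lower to the same degree. The slope was 96.7% of the mean of the other arrays, which argues against compression as the whole of the difference. No biological explanation was tested, since the arrays are replicates of 1 group.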

How the results depend on the processing

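The correction for row and column, the running median over signal and the methods' t-test on Agilent's processed signals were chosen after the data had been seen. The number of probes past the threshold (4137) stayed within 1.5 times under Agilent's processed signals, the series matrix values, no background correction, normexp with offset 0, both other filters on dim probes, limma's trend and robust estimation, array weights, the GC correction, the correction for row and column and the running median over signal, where it lay between 3402 and 5298. It was 12 with median centring in place of loess (100% higher, against 55.6%), 606 with no replicate block, 5 with the methods' t-test and 213 with the methods' t-test on Agilent's processed signals. The fit with no replicate block keeps the spread between arrays that both channels share, and its 606 probes were all among the 4137. The methods' t-test shares no variance between probes. For median centring the cause was not tested. Leaving out 1 array, the count ranged from 0 (without replicate 4, where 6694 probes had an unadjusted limma p-value under 0.05) to 3899 (without replicate 2), with 2 without replicate 1 and 38 without replicate 3. These fits have fewer arrays, but the fit without replicate 2 has as few, so that the number of arrays is not the whole cause.

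The count with a fold change of 1.3 (345, 79.7% higher) was 1102 with Agilent's processed signals and 1102 with the series matrix values (67.5% higher in both), 660 with normexp and offset 0, 12 with median centring (100% higher), 209 with no replicate block, 1 with the methods' t-test and 50 with that test on Agilent's processed signals. An offset draws ratios of dim probes towards 0 by construction. For the others the cause was not tested. Without 1 array it ranged from 0 (replicate 4) to 694 (replicate 2).

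The lowest correlation between 2 arrays ranged from 0.0733 (median centring) to 0.250 (Agilent's processed signals and the series matrix values).

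The myogenic list stayed past the threshold in the same direction under all alternatives run on the lists, which leave out the methods' t-test, except camera with an estimated correlation (adjusted p = 0.645). The cell cycle list did not pass with that setting (0.645) or with fry (0.455), and leaving out 1 array it ranged from 9.63e-11 (without replicate 2) to 0.356 (without replicate 3). The oxidative stress list did not pass with the estimated correlation (0.645), fry (0.123) or median centring (0.0811), and leaving out 1 array it ranged from 0.00219 (without replicate 2) to 0.110 (without replicate 4). The heat shock list did not pass with Agilent's processed signals (0.0573), the series matrix values (0.0573), normexp with offset 0 (0.0598), no filter on dim probes (0.0530), the mean over the probes of a gene (0.0569), no replicate block (0.118), median centring (0.913) or the estimated correlation (0.645), and leaving out 1 array it ranged from 0.0369 (without replicate 1) to 0.148 (without replicate 4). The RT-qPCR genes passed with fry (0.000689). The target genes passed with fry in the upward direction (0.0348), the opposite of camera's. Fry and camera test members in different ways, and whether this explains the differences between them was not tested. The cause of single changes was not tested.

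Of the 41 named genes 0 changed direction while past the threshold. Past the threshold was lost for 35 with median centring, 21 with no replicate block, 3 with limma's trend and robust estimation, 6 with Agilent's processed signals, 7 with the running median over signal, 35 without replicate 1, 5 without replicate 2, 31 without replicate 3 and 37 without replicate 4. For these 37 genes the limma adjusted p-value without replicate 4 lay between 0.0507 (MYOZ3) and 0.15 (SCD). SETD6 passed only with the mean over its probes (adjusted p = 0.0361). Signal over background was lowest on replicate 3 (2.39 in green and 2.37 in red), and the share of spots well above background was lowest on replicate 4 (54.9% in green and 56.7% in red), which limits dim probes on these arrays.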

Other observations

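The tests on array position, on pairs of probes, on the brightest probes, on the myogenic genes and on the channels of replicate 2 were chosen only after the results were seen. The others were planned.

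The probes past the threshold here numbered 4137, with 2790 gene names and 1723 gene symbols among them. Each of these is higher than the number of genes quoted from the study above. The methods' t-test gave 5 probes, and 1 with a fold change of 1.3. On Agilent's processed signals, a setting chosen after the count of 4137 was seen, it gave 213, and 50 with that fold change. The array folds here were 1.08 for NR2F2, −1.27 for BTF3, −1.18 for DTD1, 1.47 for GTPBP1 and 1.25 for OTUD4. They are closer to no change than the RT-qPCR values quoted from the study above, with the same signs. The log2 ratio here was 0.13 for ELAVL1 and −0.13 for SETD6 at their brightest probes, neither past the threshold, and SETD6 passed with the mean over its probes (−0.17, adjusted p = 0.0361). Their signs are opposite to those of the array values quoted from the study above. The discussion of the study describes both genes in the other direction, which is the one found here. The other tested target genes had the signs listed by the study, which measured them on the same arrays. Sizes did not always match. IGF1R (fold 1.016) and SCD (−1.127) were closer to no change than the array values quoted above, while IGF2 (1.485) and SGCD (1.419) were near theirs. IGF1R, CYLD, VEZF1, BCDIN3D and ACSL3 had log2 ratios between −0.06 and 0.07 and did not pass over the list alone, so their shared sign says little.

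The 4137 probes had small ratios on arrays with a single dye orientation, so a dye bias that repeats on each array may be read as a treatment effect. Several forms of it were tested. After the correction for GC content 90.3% of these probes still passed in the same direction, although GC content differed by direction (42.9% in higher and 40.3% in lower probes, against 42.0% in all). This argues against GC content as the whole cause. The dimmest quartile of probes held 17.8% of the calls, which argues against bias at low signal as the main source of the calls. The filter on both channels kept 3803 calls, but it left 22910 probes with their ratios unchanged, so it cannot test such a bias. In the dimmest group of 1748 probes by signal, 10.98% were called higher and 4.0% lower. A bias among the dimmest probes therefore stays open. After the correction for row and column 90.4% still passed in the same direction, which argues against a shared trend over the array surface. In 1723 genes with a pair of probes that share no 12 bases, the log2 ratios of the pair correlated across genes with r = 0.647 after the GC correction, and the highest of 1000 shuffled pairings reached 0.0825. This argues against a bias set by each probe's own sequence as the whole cause. Where the first probe of such a pair passed, 90.7% of the second probes had the same sign and 39.5% passed in the same direction. A bias that acts on a whole transcript during labelling stays open, since no array had swapped dyes. So does chance: of the 8 ways to flip the signs of the arrays, 1 (the real one) gave as many probes and the most among the others was 0, but 8 ways are too few to exclude chance.

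The brightest probes were higher with GO and H2O2 on all 4 arrays, by a median log2 ratio of 0.14 above a log2 signal of 16. A candidate explanation is a dye bias at high signal that loess left in place. In 17 genes with probes above a signal of 16 and below 15, the brighter probes had the higher ratio in 12 (exact binomial p = 0.143, two-sided), which does not decide it. GAPDH is such a gene. Its 7 probes above 16 had ratios between 0.13 and 0.27, and its 6 probes below 15 had ratios between −0.10 and −0.02. The median of the bright probes was 0.03 with Agilent's processed signals, 0.12 without background correction, 0.13 with normexp and offset 0 and 0.37 with median centring. Of their 156 calls 40 were kept with the running median over signal, which centres them by construction. The 5 probes of RN18S, the 18S ribosomal RNA, chosen after their values were seen, had ratios between 0.74 and 0.80 and between 0.08 and 0.27 with the running median. A higher share of abundant muscle transcripts in treated cells was not tested and stays open. GAPDH was the reference gene of the RT-qPCR, and its array ratio cannot be read as a change or as stability from these data.

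The myogenic genes were higher, with 19 of 23 members higher on all 4 arrays. Bias at high signal could produce this, since several members are bright. The 18 members below a signal of 15 had a median log2 ratio of 0.33, and all 18 were higher. Of 10000 random lists matched on signal, 0 had a median as high as the myogenic list, and the highest was 0.17. This argues against bias at high signal. A dye bias of whole transcripts, and cultures that differed in how far they had differentiated for reasons other than GO, stay open. A hypothesis for a further experiment with swapped dyes is that treated cultures were further along in differentiation.

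Cell cycle genes set replicate 2 apart. All 21 were higher on replicate 2, and 18 of the 21 were lower on replicates 1, 3 and 4. Each channel was compared with the mean of its 4 arrays. In the control channel of replicate 2 the median deviation was −0.17, against −0.13, 0.13 and 0.18 on replicates 1, 3 and 4. In the treated channel it was 0.48, against −0.13, −0.29 and −0.04. The treated channel of replicate 2 thus lay outside the others, which argues against a difference in the control culture alone. A difference in the treated culture may explain most of the pattern, but the control channel was also the lowest, by a small margin. Whether the treated culture alone differed, or the control culture to a smaller degree with it, stays open. Without replicate 2 the median log2 ratio of the list was −0.44. A difference in confluence or in the timing of differentiation between cultures was not tested.

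The labels of all 4 arrays name the same control replicate, while the series design names 4 control replicates. If 1 control RNA was used on all arrays, the green channels would differ less between arrays than the red ones. The median SD over arrays was 0.0966 in green and 0.0997 in red, a ratio of 0.969. The SD of the difference between 2 arrays was lower in green for each of the 6 pairs, by varying amounts. On 23 tested probes with 5 spots, the SD over arrays was 0.0890 in green and 0.123 in red. Between single spots of these probes within an array it was 0.127 in green and 0.143 in red, so that red was also the more variable channel within arrays. The cell cycle genes had green medians between −0.17 and 0.18 around their mean over the arrays. Of the 21 members, 19 had a higher green signal on the array with the highest median than on that with the lowest. This shared shift goes against 1 control RNA, while the lower SDs in green go with it. Effects of labelling or normalisation on these values were not tested. Whether 1 or 4 control RNAs were used cannot be told apart from these values. With 1 control RNA, the 4 ratios would leave out the spread between control cultures.

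The study describes the control cells as incubated with H2O2, which the labels do not state. If control cells had not been exposed to H2O2, genes that respond within the hour could be higher in the treated channel. The immediate early list had a median log2 ratio of 0.0593 (−0.04, −0.06, 0.18 and 0.11 on replicates 1 to 4). The response of these genes to H2O2 in these cells was not measured on any array, so this does not decide the control's exposure. Within the oxidative stress list, HMOX1, chosen after its values were seen, was higher (0.52, limma adjusted p = 0.0251) on all 4 arrays (0.50, 0.57, 0.85 and 0.16), while most members were lower. No explanation for this was tested.

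The arrays carry 10 spike-in control probes whose RNA is added to both channels at set ratios. In the same fit 9 of them passed the threshold, with log2 ratios between −2.27 and 3.08. A list of changed features that does not leave out control probes would hold them among its largest changes. Whether the list of the study held them was not tested.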
